A study of Mus musculus with 16 samples. Its data were reported in "Increased Frequency of Copy Number Variations Revealed by Array Comparative Genomic Hybridization in the Offspring of Male Mice Exposed to Low Dose-Rate Ionizing Radiation" (2021).

How the data were processed

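Tail DNA of 1 mouse family of the strain C57BL/6J/Nrs (C57BL/6 in the sample labels) was compared with the DNA of a single reference male (reference mouse 3) by array comparative genomic hybridization (array CGH). In this assay the DNA of a mouse and that of the reference carry different dyes, Cy3 and Cy5, and compete for the same probes, so that the ratio of both signals follows the relative copy number. The family, 20mGyH, held the sire 20mGyHM, the dam 20mGyHF and 6 F1 mice, 20mGyH1 to 20mGyH6. Each mouse was hybridized on 2 arrays with the dyes exchanged (dye swap), which makes 16 arrays. Both arrays of a mouse carried the same DNA and were counted as 1 replicate. The title of the series names males exposed to gamma-rays at 20 mGy per day for 400 days, whereas its design text calls the male of this family not irradiated. The study lists 20mGyH3 among the F1 mice of its irradiated group. All mice here belonged to that 1 family, so exposure was not a variable of any comparison. Sire, dam and F1 mice were assigned to their groups from the names in the labels. The labels state no sex for the F1 mice. According to the methods of the study, dams were sampled when killed after weaning, and sires and F1 mice at natural death.

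The custom array was the one of the second screening, whose probes were chosen around positions that had been positive in a first screening. Which probes came from the first screening was not known here, so any probe could start a region. Each file listed 85915 spots, of which 6563 were controls and 79352 carried 75322 different probes of 45 to 60 bp. Of these probes 75271 lay on the 19 autosomes, 48 on chromosome X and 3 on chromosome Y, and 1013 probes had more than 1 spot. The median distance between neighbouring autosomal probes was 98 bp. Coordinates are those of the array design on the mouse build mm9 (NCBI37) and were not converted. The files named no genes, and an annotation of that build was not used here.

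Per the file headers, the authors extracted each array with Agilent Feature Extraction 10.7.1.1. The processed signals are intensity values that the authors' software had subtracted for background, corrected for spatial trends and normalized between the dyes by a linear factor without lowess. The deposited log ratio of each spot is the log10 of the Cy5 over the Cy3 processed signal, and it was not centred. The deposited series table holds log2 ratios of the same arrays, which equalled the spot values times log2 of 10 to within 5e-07, with the sign turned to reference over mouse on every array and without centring. Its columns were all mapped to samples. The scanner model in the headers differed from that in the methods of the study.

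Each log ratio was converted to the log2 scale and turned to mouse over reference by the dyes in the labels. Spots with an outlier flag in the deposited files (90 to 157 per array) were left out, spots of a probe were averaged, and each array was centred on the median of its autosomal probes. That median was at most 0.0335 from 0 on every array before centring. No loess or quantile normalization was applied. No spot was saturated. In either channel 99.0% to 99.8% of the probe spots were well above background by the scanner software's own rule, and the median raw signals were 460.5 to 846. The spread of a single probe, estimated from differences between neighbouring probes of an array, was 0.15 to 0.18 on the log2 scale. The number of arrays, 2 per mouse, limits the precision of each value.

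The thresholds followed the methods of the study. A probe was positive in a mouse when its log2 ratio passed 0.5 in absolute value with the same sign in both dye-swap arrays. A region was a run of 2 or more positive autosomal probes of the same sign, each within 3 probes of the next. An F1 region was absent from a parent when none of its probes was positive in that parent in the same direction. A region of 1 parent was one with no positive probe in the other parent, and an F1 mouse carried it when at least as many of its probes were positive as were not. The number of carriers among 6 F1 mice was tested against a probability of 0.5 by an exact two-sided binomial test with Benjamini-Hochberg adjustment over the regions. The mean of a mouse over a region is given with the SD of its 2 arrays. Sire and dam were single animals, and a value of 1 mouse set against the other 7 has an exact permutation p of at least 0.125, so it cannot pass 0.05.

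Across probes, limma 3.58.1 (lmFit and eBayes, R 4.3.3) was fitted to the means of both arrays of each mouse over the 75169 autosomal probes with a value in all 8 mice. A first fit tested the family mean against 0 and leaves out the spread of the reference, which was 1 mouse. A second fit tested the 6 F1 mice against both parents. Adjusted p-values are Benjamini-Hochberg values at 0.05. The 16 arrays lay on 4 slides and were scanned on 2 days. The parents shared a slide of their own and the F1 mice lay in pairs on 3 others. Slide entered as a random block in an alternative fit (duplicateCorrelation, statmod 1.5.0). No slide held both generations, so this block cannot separate slide from generation. Region calls, counts and figures were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

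The calling steps were tested on simulated data. Among 200 regions put into simulated arrays of 75271 autosomal probes, losses of 1 copy over 2, 4 and 8 probes were found in 94.1%, 100% and 100%, and gains of 1 copy in 29.4%, 75.8% and 93.9%. No region was called where none had been put. The simulated noise was independent between probes and arrays, without dye bias or a shift shared by mice, and the changes had their full theoretical size. These rates therefore do not give the rates of false or missed regions in the real arrays. With 200 of 75169 probes changed by 0.5, the fit of the family against the reference found 97.5% and called 7 unchanged probes, and the fit of F1 against parents found 88% and called 9.

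Regions to be named were fixed by rule before the data were examined, as were the tests, thresholds and alternatives except where an added choice is stated. The rule took the deletion that the study lists for 20mGyH3, and by number of probes the first 5 F1 regions absent from both parents, the first 5 regions of exactly 1 parent and the first 5 regions of probes that were each positive in all 8 mice. It also took the first 3 probes by adjusted p of each limma fit with a call. Alternatives covered centring, background correction by normexp with an offset of 50, the values of the series table, thresholds of 0.8 and 0.3, each array alone or the mean of both, outlier-flagged spots, dim probes, the rules for regions and carriers, and the terms of the limma fits. Normexp was run on the median signals, because median and not mean spot signals were used here, although the plan had named the mean. Added after seeing the data were removal of the dye bias of each probe, joining of neighbouring regions of a parent within 100000 bp, fits without the sire or the dam, and scan day as a block. To test a hypothesis given at the end, the autosomes of the mouse build GRCm38 were searched for sequence that recurs on chromosome Y. Of the subsequences of 31 bases outside masked repeats every 8th was taken, and 1000 bp windows with at least 25 of them were kept when 50% or more recurred on Y in either direction. Positive windows within 5 kb of each other were joined. The search found a simulated block of known place before it was run.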

Results

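The second screening of the family 20mGyH measured copy number at 75271 autosomal probes in the sire (n = 1), the dam (n = 1) and 6 F1 mice, each as a log2 ratio of mouse over the reference male in 2 dye-swap arrays. The family was studied to find changes of copy number in the offspring that neither parent carries. The spread of single probes was similar in all 16 arrays, at 0.15 to 0.18 on the log2 scale. The 2 arrays of a mouse, both turned to mouse over reference, were nevertheless negatively correlated across probes (Pearson's r of -0.48 to -0.26; probes are not independent replicates). In sum over the 8 mice, 3754 probes passed 0.5 in both arrays with opposite signs and 1976 with the same sign. By the negative correlations, the part that changed sign with the dyes was larger across probes than the part that both arrays shared. The counts past 0.5 went the other way only in 20mGyH4, with 297 probes of opposite and 514 of the same sign.

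The probes on the sex chromosomes served as a check of the direction of the ratios. The dam, the only mouse that the labels call female, had a mean of 0.84 ± 0.14 (SD of the 2 arrays) over 48 X probes and of -2.05 ± 0.19 over 3 Y probes. One Y probe of the dam fell to only -0.25, against -3.59 and -2.30 for the others. The sire had -0.03 ± 0.17 on X and 0.03 ± 0.22 on Y. All 6 F1 mice lay near the reference male as well, between -0.02 and -0.01 on X and between -0.08 and 0.01 on Y. With normexp background correction, which moved these values most, the dam had 0.68 on X and -0.99 on Y.

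Positive probes were counted per mouse to see how much of the array differed from the reference. The sire had 126, the dam 242, and the F1 mice 268 ± 176 (SD, n = 6), in the order 20mGyH1 to 20mGyH6 90, 190, 199, 514, 151 and 464. The spread among the F1 mice came largely from losses, which numbered 387 in 20mGyH4 and 379 in 20mGyH6 but 62 to 108 in the other F1 mice. Gains numbered 3 in 20mGyH1 and 4 in the sire, against 82 to 127 in the dam and the other F1 mice. The 1976 calls fell on 1131 different probes, of which 4 were positive in all 8 mice. When the array with the mouse in Cy5 was used alone, the sum rose to 22413.

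**Figure D1:**
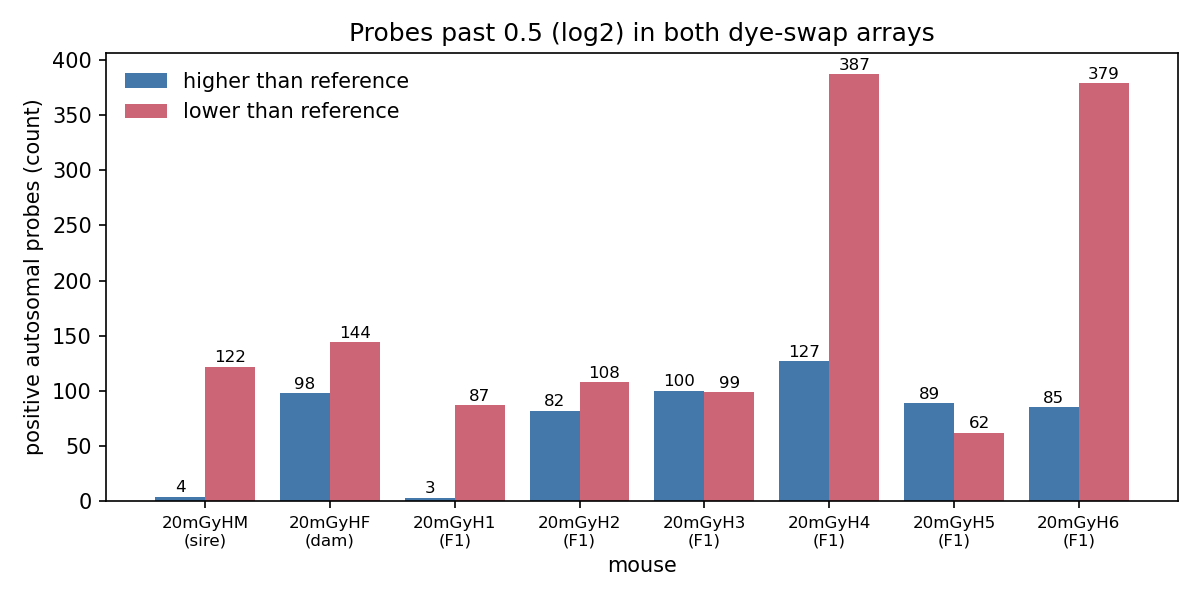
Bars give the number of autosomal probes past 0.5 (log2) with the same sign in both dye-swap arrays of each mouse, higher (blue) or lower (red) than the reference. Losses were most frequent in 20mGyH4 (387) and 20mGyH6 (379), and gains were nearly missing in the sire (4) and 20mGyH1 (3).

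Neighbouring positive probes formed 283 regions, 123 gains and 160 losses. The sire had 6, the dam 25 and the F1 mice 42.0 ± 38.4 (SD, n = 6). All 123 gains lay on chromosome 4. No 2 neighbouring probes were both positive in all 8 mice. A loss over 2 overlapping probes on chromosome 9 from 81668652 to 81668721, named after its values were seen, came closest, with both probes positive in 7 mice, 1 in 20mGyH1, and means of -1.71 to -1.03. With the mouse in Cy5 alone the number of regions was 3577.

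The family analysis asked which F1 regions were absent from both parents. There were 136, namely 1, 4, 9, 44, 10 and 68 in 20mGyH1 to 20mGyH6 (mean 22.7 ± 27.1, SD, n = 6). The excess in 20mGyH6 was lost with normexp and its offset, where 20mGyH6 had 2 and 20mGyH4 10. With the dye bias of each probe removed 20mGyH6 had 1 and 20mGyH4 0. The following counts are those of the 136 regions. Of these 105 were losses and 31 gains, 114 rested on 2 probes, and 54 held only overlapping probes and so tested 1 stretch of sequence. All 31 gains lay inside the stretch of chromosome 4 that was also raised in the dam, described further on. Most regions were absent from the parents only by the threshold. An F1 mean over 0.5 away from each parent's mean was found for 10 regions, and parental means within 0.25 of 0 for 3, the alternative that moved the count most. These 3 were losses in 20mGyH3 on chromosome 3, in 20mGyH5 on chromosome 6 and in 20mGyH6 on chromosome 13.

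The region with the most probes was the deletion that the study lists for 20mGyH3. It spanned 716 bp of chromosome 3, from 119404713 to 119405429 (mm9), with 8 positive probes among 9. The mean of 20mGyH3 over the positive probes was -0.87 ± 0.19 (SD of the 2 arrays), or -1.01 in Cy3 and -0.74 in Cy5. The means of the other 7 mice lay between -0.11 and 0.02, and those of the sire and the dam were -0.07 ± 0.09 and 0.02 ± 0.10. The gap to the nearest other mouse was larger than the spread between arrays, although the exact permutation p of 1 mouse among 8 cannot go below 0.125. Normexp, which moved the value most, gave -0.67. The 4 probes next to the region on the proximal side were also lower in 20mGyH3 than in every other mouse, at -0.54, -0.39, -0.25 and -0.13, but only the first and second of these were low in both arrays.

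**Figure D2:**
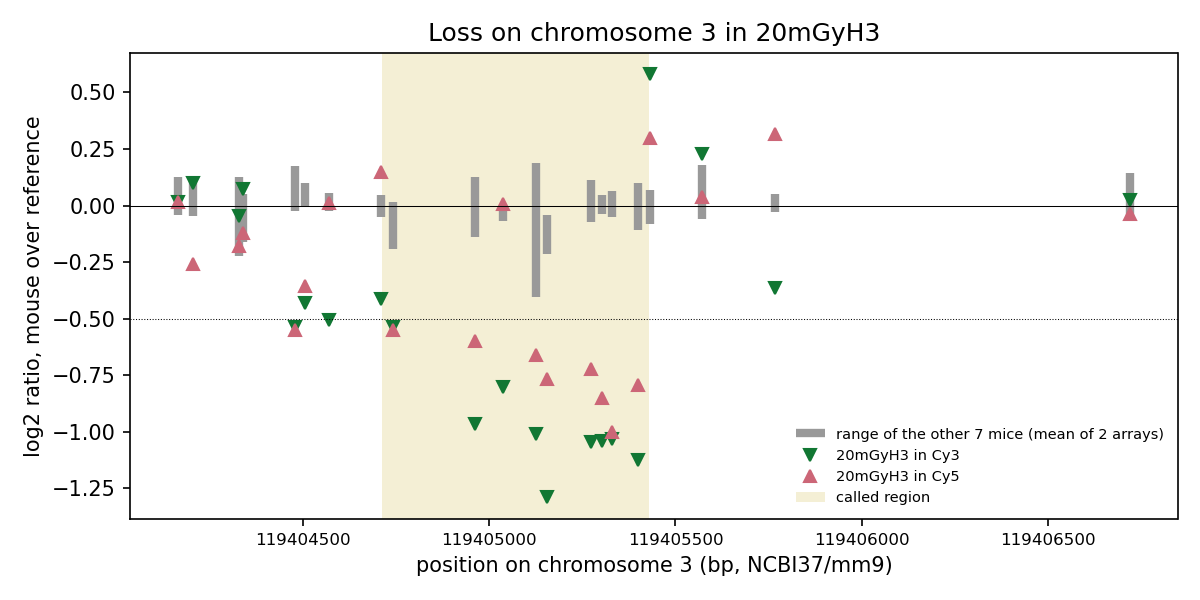
Log2 ratios of mouse over reference by position on chromosome 3 (bp, mm9) for 20mGyH3 with the mouse in Cy3 and in Cy5, with grey bars for the range of the other 7 mice and a dotted line at the threshold. In the shaded region both arrays of 20mGyH3 lie below -0.5 at 8 of 9 probes.

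The next 4 regions by number of probes were losses in 20mGyH6. They lay on chromosome 19 from 58017099 to 58017901 (7 probes), on chromosome 10 from 120432307 to 120432942 (6 probes) and from 123804714 to 123805416 (6 probes), and on chromosome 2 from 178720844 to 178721041 (3 probes). The means of 20mGyH6 were -0.74 ± 0.06, -0.84 ± 0.18, -0.80 ± 0.08 and -0.85 ± 0.22 (SD of the 2 arrays). The sire was lower than the reference in the same regions, at -0.42 ± 0.20, -0.41 ± 0.24, -0.39 ± 0.17 and -0.55 ± 0.50, and 20mGyH4 at -0.49, -0.55, -0.57 and -0.76, whereas the dam lay between 0.04 and 0.15. This held for the losses in general. Over the 105 F1 losses absent from both parents the median of the region means was -0.72 in 20mGyH6, -0.61 in 20mGyH4, -0.43 in the sire, -0.38 in 20mGyH1, -0.29 in 20mGyH2, -0.28 in 20mGyH3, -0.05 in 20mGyH5 and 0.10 in the dam. The sire's mean was below 0 in 104 of the 105. A loss called in more than 1 mouse was counted for each, so the 105 are not all separate positions. The loss on chromosome 14 from 102372769 to 102372914, called in 20mGyH4 and in 20mGyH6, is an example.

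**Figure D3:**
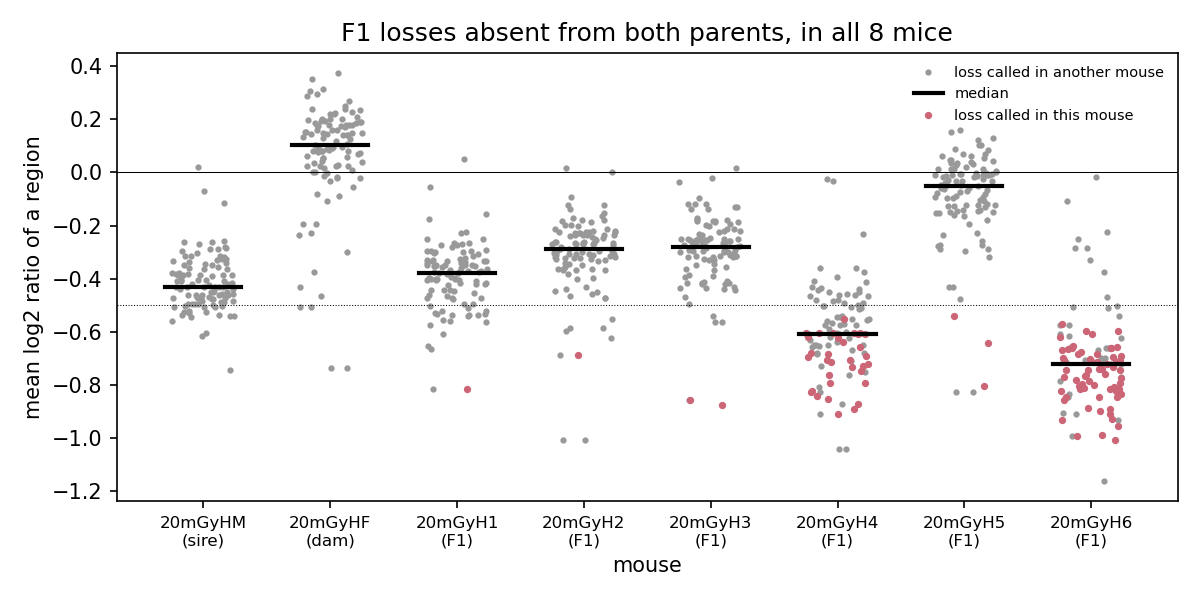
Each point is the mean log2 ratio of a mouse over 1 of the 105 F1 losses absent from both parents, red in the mouse in which the loss was called, with black lines for the median of each mouse and a dotted line at the threshold. The medians run from 0.10 in the dam to -0.72 in 20mGyH6.

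A further loss was chosen after its values were seen, because both parents were near 0 there. It was found in 20mGyH5 on chromosome 6 from 127150189 to 127150427, over 3 probes and 238 bp. The mean of 20mGyH5 was -0.81 ± 0.06 (SD of the 2 arrays), and the other 7 mice lay between -0.03 and 0.05.

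The transmission of parental changes was followed through regions found in exactly 1 parent, of which the sire had 4 and the dam 23. Some of these belonged to 1 parent only by the threshold. The sire's loss on chromosome 2 from 138142568 to 138142645 had -0.68 in the sire and -0.54 in the dam. The dam's loss on chromosome 10 from 22555501 to 22555587 had -0.66 in the dam and -0.51 in the sire. At the sire's other losses 20mGyH4 and 20mGyH6 were low as well. The share carried is thus not a measure of inheritance alone. Of the 162 pairs of a region and an F1 mouse, 62 were carried, or 38.3% (Wilson 95% interval 31.1% to 46.0%). The interval covers counting error only, and the pairs were not independent, since 19 of the 27 regions were gains of the dam within 1 stretch of chromosome 4. In 5 regions, each carried by 0 of 6 F1 mice, the exact binomial p was 0.031, the smallest that 6 F1 mice allow. These were 3 losses and 2 gains of the dam, and at the named gain among them 5 F1 mice were raised but had too few probes past the threshold to count as carriers. No region passed the Benjamini-Hochberg adjustment over the 27 regions, where the smallest exact adjusted p was 0.169. The share depended strongly on how a carrier was defined and was 70.4% when an F1 mouse counted as a carrier by the closer parental mean.

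The largest parental region was a loss of the dam on chromosome 3 from 25416456 to 25447159, with 76 positive probes over 30703 bp. The dam had a mean of -1.88 ± 0.05 (SD of the 2 arrays), the sire 0.01 ± 0.00, and the F1 mice lay between -0.01 and 0.01, so that 0 of 6 carried it. The second, a loss of the dam on chromosome 10 from 9789141 to 9789761 over 5 probes, had -1.04 ± 0.01 in the dam and values between -0.01 and 0.05 in the F1 mice. A loss of the dam over 2 probes on chromosome 6 from 4993175 to 4993260, named after its values were seen, had -1.43 and was likewise carried by none.

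The other 3 of the first 5 were gains of the dam on chromosome 4, from 101235604 to 101236558 (4 probes), from 101135512 to 101136045 (3 probes) and from 101202332 to 101202955 (3 probes). The dam had 0.61 ± 0.02, 0.57 ± 0.02 and 0.62 ± 0.07, and the sire -0.01 ± 0.17, 0.08 ± 0.02 and -0.05 ± 0.18. The F1 mice 20mGyH2 to 20mGyH6 had 0.49 to 0.57, 0.59 to 0.66 and 0.52 to 0.61, in the same order, whereas 20mGyH1 had -0.01 ± 0.09, -0.002 ± 0.042 and 0.02 ± 0.01. Positive probes were scattered within a longer change. Over the whole unbroken tile of 885 probes that holds these regions, from 101108965 to 101271630 (162.7 kb), the dam had 0.39 ± 0.04 and the same 5 F1 mice 0.35 to 0.40, the sire 0.00 ± 0.03 and 20mGyH1 0.00 ± 0.03. The difference was larger than the spread of the arrays. Only 9.0% to 14.0% of the tile's probes were positive in the carriers, because the mean of the change lay under the threshold. The tile was chosen after its values were seen, and the exact two-sided binomial p of 5 carriers among 6 was 0.219. The gain reached both ends of the tile, so its borders were not seen.

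**Figure D4:**
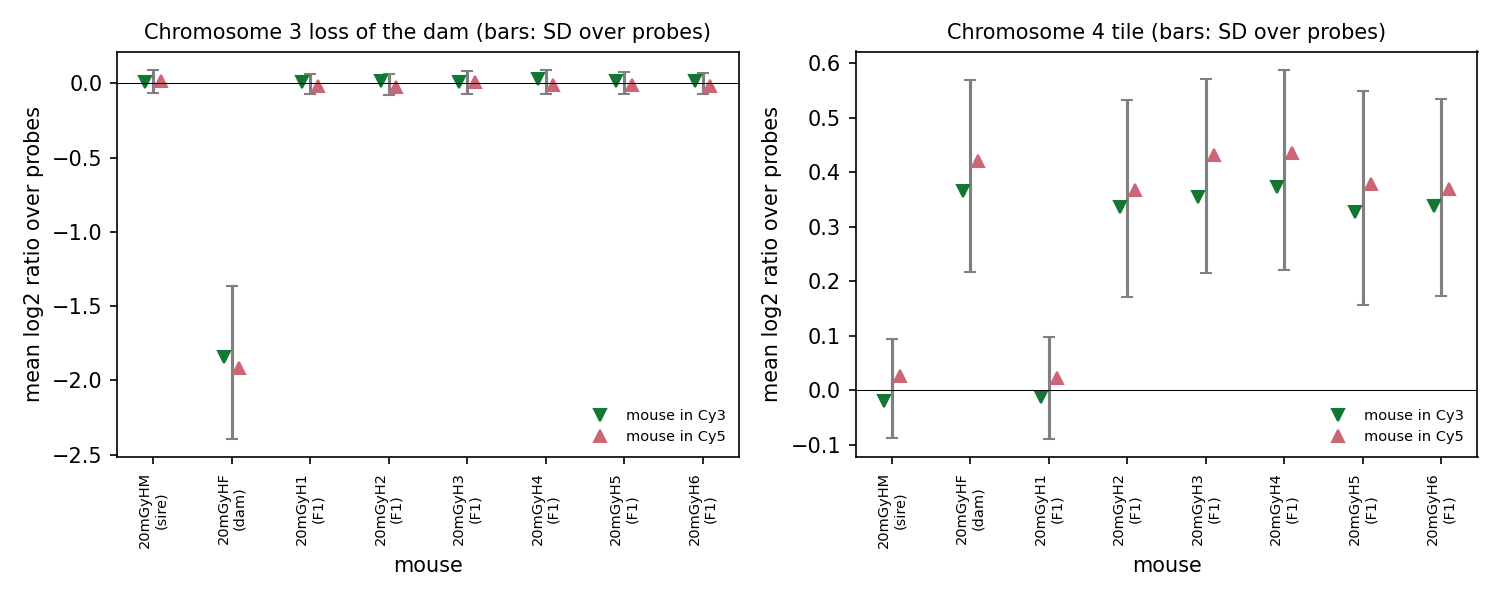
Mean log2 ratio per mouse over the dam's loss on chromosome 3 (left, 76 probes) and over the tile on chromosome 4 (right, 885 probes), as triangles for each of the 2 arrays, with grey bars for the SD over probes around the mean of both. The dam alone is low on the left (-1.88), and the dam and 20mGyH2 to 20mGyH6 are raised on the right (0.35 to 0.40).

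Across single probes, the family was first compared with the reference. With limma, 27743 of 75169 autosomal probes differed from 0 at an adjusted p under 0.05, 15333 higher and 12410 lower. Most of these differences were small, and 127 of them exceeded 0.5, 16 higher and 111 lower. The first 3 probes by adjusted p were A_67_P06819329 on chromosome 9 (64317854 to 64317913), A_67_P02197703 on chromosome 10 (97112492 to 97112551) and A_67_P14926616 on chromosome 7 (89284624 to 89284683). Their means in limma were -0.56 ± 0.02 (SE, adjusted p = 1.02e-06), 0.61 ± 0.02 (SE, adjusted p = 1.29e-06) and -0.42 ± 0.02 (SE, adjusted p = 4.17e-06), each with the same sign in 8 of 8 mice. All comparisons share the DNA of 1 reference mouse, whose own spread is not in these tests.

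The second comparison asked whether any probe differed between the generations. With limma, 0 probes differed between the 6 F1 mice and the 2 parents after adjustment (smallest adjusted p 0.518), and 4575 had an unadjusted p under 0.05. The parents lay on a slide of their own. With slide as a random block limma again called 0 probes, with 8025 at an unadjusted p under 0.05, and the correlation within slides was -0.25. A negative value means that mice of a slide were less alike than other mice. Since no slide held both generations, neither fit separates slide from generation. Without the sire the dam was the only parent, so that fit cannot tell generation from what is particular to the dam. An example is her loss over 76 probes on chromosome 3, with -1.88 in the dam and -0.01 to 0.01 in the F1 mice.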

Values the study reported

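The study reported de novo deletions in 29 of 142 F1 mice of irradiated sires (20.4%) and in 11 of 156 F1 mice of the control group (7.1%), an increase of 2.9-fold. In all, 31 deletions and 1 duplication were listed for the irradiated group. For 20mGyH3 the study listed a deletion with 8 positive probes in the second array and an estimated size of 716 bp, among the changes that quantitative PCR also showed and in the irradiated group. Some further mice of the study carried 9 to 108 candidate deletions each by array CGH.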

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

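All tests in this part were chosen only after the result was seen, except those of single probes of 20mGyH1 alone and of random placement for 20mGyH5. Samples were singled out when the lowest or highest of the 6 F1 mice lay further from the next than Dixon's critical ratio at 95% allows. Chance gives this in about 1 of 20 groups, and it was found for 7 of 24 measures, of which 5 overlap on chromosome 4 and several were chosen after the values were seen.

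The mouse 20mGyH1 stood apart from the other F1 mice on chromosome 4. It had 3 gain probes against 82 to 127 in the others. Its mean over the tile was 0.004 against 0.35 to 0.40, and its means over the 3 named gains of the dam were -0.005, -0.002 and 0.018 against values of 0.49 and above. A slide or scan effect is argued against by 20mGyH2, which shared the slide of 20mGyH1 and had 0.35. A loss in the reference alone would raise all mice, but the sire had 0.004. A loss that the reference shares with the sire and 20mGyH1 is not excluded by that value and was not tested. A candidate explanation is an extra copy on 1 of the dam's chromosomes that was passed to 5 F1 mice and not to 20mGyH1. The carriers lay at the dam's level, and 5 of 6 is within the range that chance allows (exact two-sided binomial p = 0.21875). It stays open whether 20mGyH1 belongs to another family of the colony, since the 2 loss probes of 20mGyH1 alone, fewer than the 3 to 11 in each other F1 mouse, exclude no relative.

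The mouse 20mGyH3 had -0.874 over the deletion on chromosome 3, against -0.11 to 0.00 in the other F1 mice. Dye bias of the probes would be in the other mice too, and is argued against by the lowest array of the other F1 mice, which had -0.159. An effect of a single array was not tested apart from the call, which requires both arrays of a mouse to pass. A slide effect is argued against by 20mGyH4 on the same slide, with -0.032. The graded shift seen at most other losses was not present here, since the lowest of the other 7 mice had -0.109. A loss of 1 copy in 20mGyH3 stays as the hypothesis from these arrays. The study lists this deletion among those that it also found by quantitative PCR, a separate measurement that was not analysed here. Whether it arose in the germline of a parent or in the tail of 20mGyH3 was not tested.

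The mouse 20mGyH5 had -0.805 over 3 probes of chromosome 6, against -0.03 to 0.05 in the other F1 mice. The lowest array of the other F1 mice had -0.062, which argues against dye bias of the probes. The other mouse of the slide, 20mGyH6, had -0.018, which argues against a slide effect. Random placement of the loss probes of 20mGyH5 within chromosomes gave a region of 3 or more probes in 0 of 1000 draws, which argues against chance neighbours. The region spans 238 bp, and only 2 of its probes do not overlap. A small loss may be present in 20mGyH5, but a sequence variant under the probes was not tested and stays open.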

How the results depend on the processing

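The tests chosen only after the data were seen were removal of each probe's dye bias, joining of neighbouring regions, fits without the sire or the dam, and scan day as a block. The means of the named regions and of the dam on chromosomes X and Y kept their sign under every alternative run for them. Some comparisons of counts did not keep their order, as given with them. Sums of positive probes and regions over all mice depended on most choices except centring, outlier-flagged spots, dim probes, the series table and the distance limits between probes, under which the sums over mice stayed within 1.5 times.

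The sum of 1976 positive probes became 448 with normexp, 269 at a threshold of 0.8, 7288 at 0.3, 5002 with the mean of both arrays, 22413 with the mouse in Cy5 alone, 15588 with the mouse in Cy3 alone and 570 with dye bias removed. The 283 regions became 35 with normexp, 11 at 0.8, 954 at 0.3, 764 with the mean, 3577 in Cy5 alone, 1790 in Cy3 alone, 56 with dye bias removed and 64 when 3 or more probes were required. The 136 F1 regions absent from both parents became 23 with normexp, 5 at 0.8, 251 in Cy3 alone, 8 with dye bias removed, 22 with 3 or more probes, 10 with the F1 mean over 0.5 from each parent and 3 with both parents within 0.25 of 0. This count stayed within 1.5 times at a threshold of 0.3 (147), with the mean of both arrays (149) and in Cy5 alone (193). Stricter rules and single arrays move counts by construction. For normexp the cause was not tested. Removing the dye bias also removes any change that most mice share, chromosome 4 included, and gave 20mGyH1 losses there. The sire, who lacks the gain as well, was also lowered there by the removal. From 101245500 to 101245832 the sire then had -0.466 and 20mGyH1 -0.595. Dye bias removal left the F1 mice with 11, 0, 1, 0, 1 and 1 regions, fewer than the 20 of the sire and the 22 of the dam. The sire had 6 before the removal, so his 20 may in part be made by it. The order of the F1 mice by regions absent from both parents changed as well, from 1, 4, 9, 44, 10 and 68 to 0, 1, 6, 10, 4 and 2 with normexp and 5, 0, 1, 0, 1 and 1 with dye bias removed. Of the 8 regions that removal of dye bias left absent from both parents, those of 20mGyH3 on chromosome 3 and 20mGyH5 on chromosome 6 were 2 of the 3 with 3 or more probes.

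The share of parental regions carried, 38.3%, became 0% at 0.8 (3 regions), 58.2% at 0.3 (133 regions), 20.0% with 3 or more probes (5 regions), 70.4% by the closer mean and 2.78% with dye bias removed (42 regions), so it lay on either side of 50%. With dye bias removed, the sire's regions may include losses on chromosome 4 that the removal itself made. Joined into 9 loci and counted by the closer mean it was 44.4%, lower than the 70.4% of the closer mean without joining. The deletion of 20mGyH3 had -0.67 with normexp and -1.01 to -0.74 under the others. The dam's X and Y means were 0.68 and -0.99 with normexp.

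For the family against the reference, limma called 21359 to 29628 probes under the alternatives without a size limit, against 27743, and 127 with a mean over 0.5. Higher probes outnumbered lower ones by 15333 to 12410, but with the size limit the lower ones outnumbered the higher by 111 to 16. The balance without a size limit depended on centring, since it was 18666 to 10939 without centring. For F1 against parents, limma called 0 probes under every alternative except without the sire, with 2967 to 8025 at an unadjusted p under 0.05. Leaving out 1 parent gave 0 without the dam to 221 without the sire, where the lone parent is assumed to vary like the F1 mice. The cause was not tested. Removal of dye bias cannot move this fit, since it subtracts a constant per probe, and its value of 0 says nothing about stability. How far signal over background limits the calls was not settled. The dim-probe filter removed few probes, because 98.8% were well above background in the reference's channel of all 16 arrays. Normexp moved most counts, but its offset by itself draws ratios toward 0. No paired analysis was possible because sire and dam are single mice and share no 2 replicate numbers with the F1 mice.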

Other observations

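The tests in this part chosen only after the result was seen were those of the sire's mean, the slide and the dim probes for the F1 losses, those of the dye bias, the copies and the share of cells for the dam, and the splits of the mice. The other tests were fixed before their result was seen.

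The F1 losses absent from both parents looked less like separate events than like a shift that most mice share to different degrees. Chance neighbours are argued against, since random placement of the loss probes gave at most 26 loss regions in 1000 draws, against 148 in the F1 mice. Slide is argued against, since the numbers of such losses in 2 F1 mice of 1 slide differed by as much as 62. Dim probes are argued against as the whole cause, since 95.7% of the 211 probes were well above background in the reference's channel of all 16 arrays, although this is lower than the 98.8% of all autosomal probes. A shared graded shift would lower the sire as well. The sire's mean was below 0 in 104 of 105 losses without any positive probe, with positions shared by F1 mice counted for each. The probes of these losses were also long, with a mean of 59.02 bp against 53.76 to 56.99 bp in 10000 random draws. The test compared means, although the median had been planned. Longer probes are usually chosen where the sequence binds weakly, so a difference in DNA quality or hybridization that acts on such probes may contribute. DNA quality was not tested. The dam, sampled earlier in life than the sire and F1 mice according to the methods of the study, was the mouse without the shift, but 20mGyH5 was nearly free of it as well. The study counted this family as irradiated, but a family without exposure was not analysed here, so exposure stays open as untested, as do age and parentage. The number of F1 regions absent from both parents was 136 for this family. The study filtered such regions by a first screening and by qPCR, which were not analysed here.

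The dam's loss on chromosome 3 was in no F1 mouse. Dye bias of the probes is argued against by the lowest array of the F1 mice, which had -0.027, and dim probes by 100% of its probes being well above background in the reference's channel of the dam's arrays. Loss of both copies in the germline of the mother would leave every F1 mouse with 1 copy, but the lowest F1 mean was -0.006. Loss of 1 copy in all cells would give a mean like that of the deletion in 20mGyH3, but the dam had -1.88. A candidate explanation is sequence shared with chromosome Y, which the dam lacks and which the sire, the reference and all 6 F1 mice have by their Y probes. In the build GRCm38 a single block of 10 kb or more on the autosomes recurred on Y, and it was a block of 39 kb on chromosome 3, from 25518001 to 25557000, in which 71.7% of the tested subsequences recurred. The next block had 8 kb. Positions were not converted between builds, so that this block is the probed one was not shown. Loss in part of the dam's cells cannot be told apart from the array alone, as its lowest probe had -3.451. Nor can DNA of another mouse than the mother be told apart. Outside this region 30 loss probes were found in the dam alone, on 13 chromosomes, against 2 to 11 in the other mice, and such probes may come from shared Y sequence as well, which was not tested for them.

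Beside the deletion of 20mGyH3, probe noise is argued against for the 4 lower proximal probes, since 0 of 61483 other windows of 4 neighbouring probes lay as far below the other 7 mice in 20mGyH3 (mean distance 0.30 on the log2 scale). The loss may therefore reach to 119404455, a span of 974 bp, although 2 of these probes were low in 1 array only. The next probe on the distal side, from 119405403 to 119405462, overlapped the last positive probe, which ends at 119405429. It was nevertheless 0.44 in 20mGyH3, outside the range of the other mice, and no explanation of that was tested.

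For F1 against parents, chance cannot be excluded as the source of the 4575 probes at an unadjusted p under 0.05. Of the 28 splits of the 8 mice into 6 and 2, 7 gave as many, the real one included. Apart from 20mGyH4 with 20mGyH6 (5535), these had the dam in the pair, up to 8792 for the dam with 20mGyH5. The dam with 20mGyH4 gave fewer (3954). The count thus went largely with the dam, whichever mouse was paired with her. The count at an adjusted p had been planned for this test, but it was 0 for the real split and every split reached it. With limma 1 split, the sire and 20mGyH1 against the rest, gave any probe after adjustment (670), and these are the mice without the gain on chromosome 4.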
